A study of Gossypium hirsutum with 6 samples. Its data were reported in "Dynamic Roles for Small RNAs and DNA Methylation during Ovule and Fiber Development in Allotetraploid Cotton" (2015).

How the data were processed

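Strand-specific, single-end mRNA-seq libraries from young leaves, ovules at 0 days post anthesis (DPA, the day of flowering) and fibers at 14 DPA of the allotetraploid cotton Gossypium hirsutum acc. TM-1 were analysed, with 2 biological replicates per tissue and 6 libraries in all. Tissue and replicate number were taken from the sample titles. Methylation and small RNA data of the same study were not used here.

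The authors deposited a table of FPKM values (fragments per kilobase of gene model scaled to the library's total of mapped fragments), with 1 column per library and no pooling of replicates. Per the study's methods, reads were mapped with Tophat as strand-specific reads, uniquely mapped reads were kept, and abundance over annotated genes was estimated with Cufflinks. Tool versions are not given in the sources used here. No scaling between libraries beyond the FPKM unit is described. An FPKM value is a share of each library's total, so a rise of a few abundant transcripts lowers the values of all others. Because only uniquely mapped reads were kept, a gene with a nearly identical homoeolog or paralog can lose reads, and values of single gene models are uncertain to that extent.

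The table held 77357 gene models, 40134 with the prefix Cotton_A and 37223 with the prefix Gorai. The study's methods name the TM-1 genome sequence as the mapping reference. The identifiers in the table are not the TM-1 gene identifiers that the study's text uses, and this conflict was not resolved here, so the annotation behind the table is left open. Cotton_A models are called A-genome models below and Gorai models D-genome models, which is a reading of the prefix alone. Of the 77357 identifiers, 0 were found in the RefSeq gene table of the species, so gene models are given by identifier without names or coordinates.

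The identifiers made several planned comparisons void. The 24 identifiers of study genes, the lists of 1589 (ovule-leaf) and 1976 (fiber-ovule) genes with hypermethylated gene bodies and the 332 distinct pairs of A and D homoeologs had 0 entries in the table. Enrichment of those lists, the share of homoeolog pairs with lower expression of the more methylated copy, and the study's named genes are therefore not reported here.

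Expression was compared on the scale of log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, using 1 model over the 6 libraries, contrasts between tissues, and empirical Bayes moderation with a variance trend and robust fitting. A fold change on this scale understates the change of low values. Models with a mean FPKM of at least 0.5 over the 6 libraries were tested, which left 42214. A gene model was called a differentially expressed gene (DEG) at a Benjamini-Hochberg adjusted p under 0.01 and a change of over 2-fold on that scale, and ovule-preferred or leaf-preferred at over 5-fold. The study itself used over 2-fold and a P under 0.01 from an analysis of variance, and does not say whether P was adjusted. That rule was run as an alternative with an unadjusted P per gene, since 2 replicates leave a per-gene test little residual freedom. For values per tissue, an exact two-sided permutation test of 2 against 2 libraries cannot give a p under 0.333, and one over the 3 tissues jointly, with 15 ways to divide the libraries, cannot give one under 0.0667. Tissue values are given as mean ± SD, and no parametric test was run on them with 2 values per tissue.

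Named models were the called models with the largest increase and decrease on that scale in each of the comparisons OL and FO, among those where both libraries of 1 tissue lay above both of the other. The rule gave 3 per direction. The first 2 are described below and were followed through the alternatives. Of the models of rank 3, only those of OL are given, for their recovered reads.

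Depth was read from the values. Where reads are counted whole, the FPKM values of a gene model in different libraries stand in whole-number ratios after each library is scaled by 1 factor. The factors were taken from models under 1 FPKM in both libraries and gave the depth relative to fiber replicate 1. The smallest whole reads that explained all nonzero values of a model were then sought, with a tolerance of at most 0.05 of a read and a chance share of wrong matches of at most 0.001. Of 51808 models above 0 in 2 or more libraries, 36730 (70.9%) gave whole reads. These reads are lower bounds, because a factor common to all libraries cannot be seen. Models whose FPKM per read came out under 0.005 in fiber replicate 1 were set aside (258 models), because FPKM per read falls with transcript length and such values stood apart from those of nearly all A-genome models; most of them had the prefix Gorai. This minimum was chosen after the distribution of the values had been seen. Recovered reads served as a check on depth and on few-read calls, and as input to alternatives with voom weights, never for the main calls.

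The limma procedure was tested on simulated data with 200 models changed. Signs were random and the noise was normal with the fitted variances, without a scale shift between tissues and without counting of reads. The simulation therefore does not bear on the choice of scaling or on calls from few reads. In the ovule versus leaf simulation over 42214 models, 94.8% of the changed models with room for the change were recovered with 3 false calls. The values were 93.2% and 6 for fiber versus ovule, and 92.5% and 1 for fiber versus leaf. The search for whole reads gave the exact reads for 94.6% of the models it called whole among 5000 simulated models. Simulated FPKM per read lay far below that of the few-read models named below. In the scale of fiber replicate 1 it was 60.9 for Cotton_A_35641 and 694.5 for Cotton_A_38811. The share of exact reads does not cover such models.

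The samples, tests, thresholds, rule for named models and the first set of alternatives were set before the data were examined, with the study's text and supplementary lists already read. That set held pseudocounts of 0.1 and 0.5, no filter and a filter of 1 FPKM, quantile normalization, median-of-ratios scaling, fits of only the tissues compared, a replicate block, no variance trend, an adjusted p of 0.05, the study's rule, removal of models at 0 in 1 library of a tissue, and leaving out each library. Alternatives added after seeing the data were voom on recovered reads with 2 choices of library size, recovered models only, removal of models worth over 1 FPKM per read, rescaling without the 100 or the 1000 highest models of each library, OL and FO calls on separate ovule libraries, and other minimum values of FPKM per read. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other values and the plots.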

Results

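To follow gene expression from leaf to ovule and from ovule to fiber, mRNA abundance was measured in young leaves, in ovules at 0 DPA and in fibers at 14 DPA of allotetraploid cotton, with 2 libraries per tissue. Expression in ovules was set against leaves (comparison OL) and expression in fibers, the elongated surface cells of the ovule, against ovules (comparison FO). Fibers were also set against leaves.

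Summed FPKM ranged from 927473 in ovule replicate 2 to 1014584 in leaf replicate 2. The FPKM table gives no totals of mapped reads, and totals listed elsewhere by the study were not used here. Whole-number ratios between the values gave relative depths. Relative to fiber replicate 1, depth was 0.704 and 0.728 in the leaf libraries, 0.867 and 0.740 in the ovule libraries and 0.964 in fiber replicate 2. The reads recovered summed to between 3025440 in leaf replicate 1 and 4493020 in fiber replicate 1, over the 36730 models with recovered reads.

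Replicates of a tissue were close. Across the 42214 gene models tested, the Pearson correlation of log2(FPKM + 1) between replicates was 0.978 in leaf, 0.982 in ovule and 0.986 in fiber. Gene models are not independent replicates, so these values describe the libraries only. Between tissues the correlation lay between 0.428 (leaf replicate 2 and fiber replicate 2) and 0.607 (ovule replicate 1 and fiber replicate 1). The median SD between replicates was 0.10 in leaf, 0.094 in ovule and 0.080 in fiber on the log2 scale. In models with at least 50 recovered reads over both replicates, the chi-square value of the replicate difference had a mean of 1.34 in leaf, 1.39 in ovule and 1.28 in fiber, where sampling of reads alone gives a mean near 1. These values set the replicate difference against counting error only, and library preparation can add to it. Replicates were counted as separate samples because the sample labels give them as such.

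More gene models were expressed in the ovule than in the other tissues. Models at or above 1 FPKM numbered 35353 ± 168 in ovule, 32368 ± 197 in leaf and 29947 ± 126 in fiber (mean ± SD, n = 2). The differences between tissues were larger than the spread between replicates. The minimum moved these numbers most, to 20728 in ovule, 17040 in leaf and 16486 in fiber at 5 FPKM, with ovule highest at each minimum tried.

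The share of expression held by the most abundant models also differed between tissues. The 100 highest models of a library held 33.2% ± 0.212 of the summed FPKM in leaf, 28.9% ± 1.2 in fiber and 17.5% ± 0.608 in ovule (SD, n = 2).

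A-genome models held 62.1% ± 0.481 of the summed FPKM in leaf, 60.0% ± 0.474 in ovule and 59.8% ± 1.11 in fiber (SD, n = 2). By this measure ovule and fiber did not differ by more than the spread between replicates. They did differ by more than that spread without models worth over 1 FPKM per read, at 56.7% ± 0.141 in ovule and 55.4% ± 0.177 in fiber (SD, n = 2). The value depended most on the measure, since A-genome models made up 48.7% ± 0.0919 of the models at or above 1 FPKM in leaf, 48.5% ± 0.127 in ovule and 49.1% ± 0.106 in fiber (SD, n = 2), where fiber lay above ovule. Leaf had the highest share of summed FPKM but the lowest without the 100 highest models of each library. That share was 54.8% ± 0.382 in leaf, 55.5% ± 0.304 in ovule and 55.2% ± 0.636 in fiber (SD, n = 2). There, leaf and fiber did not differ by more than the spread in fiber.

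**Figure D1:**
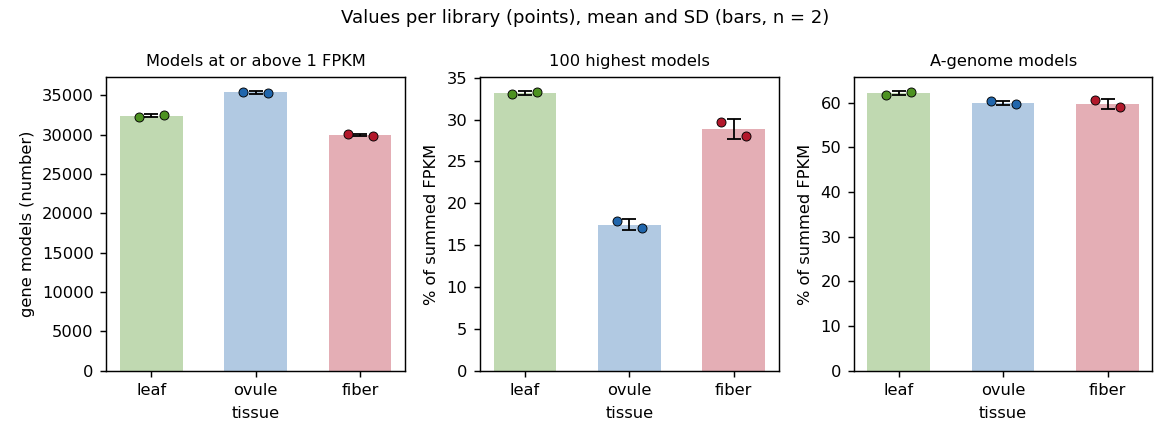
Number of gene models at or above 1 FPKM (left), percentage of summed FPKM in the 100 highest models of each library (middle) and percentage of summed FPKM in A-genome models (right) by tissue. Points are the 2 libraries of a tissue, bars their mean and error bars the SD; the ovule libraries have the most expressed models and the lowest share in the 100 highest models.

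To identify genes that change in the ovule relative to the leaf, 42214 gene models were tested. On the FPKM scale as deposited, 13139 DEGs were higher and 6617 were lower in the ovule (limma, adjusted p under 0.01 and over 2-fold). Higher models thus made up 66.5% of the OL DEGs. Scaling between libraries moved this split most. With quantile normalization 9136 models were higher and 8460 lower (51.9% higher), and with median-of-ratios scaling 7594 were higher and 9279 lower (45.0% higher). The median log2 change of all tested models was 0.48 as deposited, 0.12 with quantile normalization and 0.00 with median-of-ratios scaling. Of the 19756 OL DEGs, 15730 were also called in the same direction with quantile normalization and 14211 with median-of-ratios scaling, and 0 were called in the opposite direction under either. Which tissue had more DEGs therefore depended on the scaling.

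By the 5-fold threshold, 3299 models were ovule-preferred and 2783 were leaf-preferred. This order reversed under both scalings, with 2456 ovule-preferred and 3533 leaf-preferred models after quantile normalization and 2026 and 3879 after median-of-ratios scaling. Of the A-genome models tested, 30.7% were higher and 15.9% lower in the ovule, against 31.5% and 15.5% of the D-genome models.

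Most of the largest OL changes had many recovered reads, with a median of 1599 over the 4 libraries for the 100 largest among DEGs with recovered reads, but the models at the top of the ranking included some with few. Recovered reads are lower bounds throughout. Cotton_A_37287 was listed at 702 and 1235 FPKM in the ovule libraries and at 0 in both leaf libraries (limma, adjusted p 1.08e-06), with 2 and 3 recovered reads. Gorai.005G149200 was listed at 1483 and 435 FPKM in ovule and at 0 in leaf (limma, adjusted p 5.82e-05), with 4 and 1 recovered reads. An exact binomial test of the recovered reads of the 4 libraries gave a p of 0.0646 for each of these models, and a larger true number of reads would give a smaller p. Among decreases, Cotton_A_23735 was listed at 489 and 578 FPKM in leaf and at 0 in both ovule libraries (limma, adjusted p 4.23e-05), from 185 and 226 recovered reads in leaf. Cotton_A_35641 was listed at 259 and 335 FPKM in leaf and at 0 in ovule (limma, adjusted p 5.12e-07), from 3 and 4 recovered reads in leaf (exact binomial p 0.00517). At rank 3 of the decreases, Cotton_A_27714 was called (limma, adjusted p 4.82e-07) from 1 and 1 recovered reads in leaf (exact binomial p 0.222). At rank 3 of the increases, Cotton_A_15019 had 69 and 40 recovered reads in ovule (exact binomial p 6.93e-31). These binomial tests compare the libraries, not the tissues. Recovered reads were available for 13585 of the OL DEGs, with a median of 243 over the 4 libraries. Of these, 447 (3.29%) had fewer than 10 recovered reads.

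For the fiber relative to the ovule, 7104 DEGs were higher and 14128 were lower in the fiber, so that 33.5% of the FO DEGs were higher. Quantile normalization gave 9994 higher and 9764 lower (50.6% higher), and median-of-ratios scaling gave 9375 higher and 10671 lower (46.8% higher). The median log2 change of all tested models was -0.42 as deposited, 0.01 with quantile normalization and -0.10 with median-of-ratios scaling. Of the 21232 FO DEGs, 16851 and 17772 were called in the same direction under these scalings, and 0 in the opposite direction.

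Among FO increases, Cotton_A_38811 was listed at 2778 and 2162 FPKM in the fiber libraries and at 0 in both ovule libraries (limma, adjusted p 4.04e-07), with 4 and 3 recovered reads (exact binomial p 0.019). Cotton_A_31797 was at 1845 and 1925 FPKM in fiber and at 2.32 and 1.36 FPKM in ovule, a log2 change of 9.39 (SE 0.31, limma adjusted p 4.56e-06), and its reads could not be recovered. Among FO decreases, Cotton_A_37287, with 2 and 3 recovered reads in ovule, was listed at 0 in fiber (limma, adjusted p 1.02e-06; exact binomial p 0.0185). Cotton_A_08119 was listed at 805 and 646 FPKM in ovule and at 0 in both fiber libraries (limma, adjusted p 4.44e-07), from 19 and 13 recovered reads in ovule.

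Between the fiber and leaf, 10812 DEGs were higher and 10696 lower in the fiber. The median log2 change was 0.04, and 50.3% of these DEGs were higher. The corresponding share was 53.6% with quantile normalization and 45.5% with median-of-ratios scaling.

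**Figure D2:**
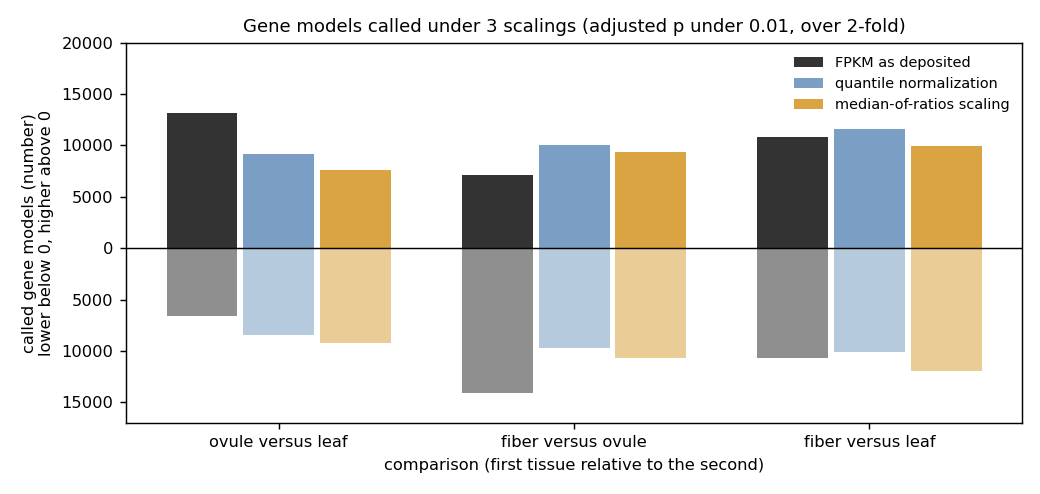
Number of gene models called higher (above 0) and lower (below 0) in the first tissue named relative to the second, by comparison, for FPKM as deposited and for 2 other scalings of the libraries. For ovule versus leaf the deposited values give 13139 higher and 6617 lower models, whereas median-of-ratios scaling gives 7594 higher and 9279 lower.

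To ask whether genes induced in the ovule were repressed in the fiber, both sets of calls were combined. Of the 13139 models with an OL increase, 7643 (58.2%) were lower in the fiber than in the ovule, against 33.5% of all tested models. If the calls were independent, 4397 models would be shared. Independence is not a neutral baseline, because the ovule level enters both comparisons with opposite sign. A model high in ovule alone counts both as an OL increase and as lower in the fiber. The share was 54.9% against 23.1% of all tested models with quantile normalization, and 59.1% against 25.3% with median-of-ratios scaling. A further 1090 models rose in both steps, 920 fell and then rose, and 1753 fell in both steps. A step here is a comparison of tissues, not a course in time. The reverse order was not enriched against the same baseline. Of the 6617 models with an OL decrease, 13.9% were higher in the fiber than in the ovule, against 16.8% of all tested models, and the shares were 21.7% against 23.7% with quantile normalization and 20.9% against 22.2% with median-of-ratios scaling. Both comparisons use the same ovule libraries, so their log2 changes correlate negatively even with no change between tissues. In 20 simulations of unchanged tissues the correlation across models averaged -0.53, against -0.29 observed. In these simulations noise is all that the comparisons share, and they gave 0 OL calls, so they do not bear on the overlap. The comparisons were therefore also made on separate ovule libraries. The correlation was -0.267 with ovule replicate 1 in OL and -0.285 with ovule replicate 2 in OL, close to the value with shared libraries. Separate libraries remove shared noise but not the shared ovule level. The overlap therefore does not show that an increase in the ovule and a lower value in the fiber are linked. With ovule replicate 1 in OL and ovule replicate 2 in FO, 6855 of 12244 models with an OL increase (56.0%) were lower in the fiber, against 31.3% of all tested models. With the ovule replicates exchanged the number was 6885 of 12085 (57.0%), against 31.4%.

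**Figure D3:**
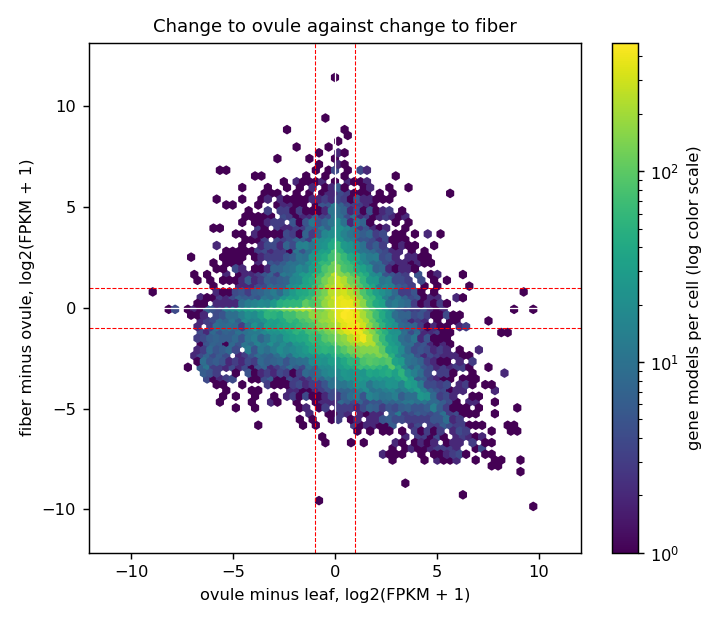
Change of log2(FPKM + 1) from leaf to ovule (horizontal) against change from ovule to fiber (vertical) for the 42214 tested gene models, with the number of models per cell on a log color scale and dashed lines at a 2-fold change. Many models lie at the lower right, higher in the ovule than in leaf and in fiber, where 7643 were called in both comparisons.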

Values the study reported

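The study called genes differentially expressed at a change of over 2-fold and P < 0.01. Among genes lower in the fiber than in the ovule, it reported 352 that overlapped, in their upstream sequences, regions hypermethylated in the ovule and further methylated in the fiber.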

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

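Of 492 values recomputed under alternatives, 32 moved or lost a call. A tissue mean, including the number of expressed models, moved if it went beyond its replicate SD. A count of called models moved if it changed by over 1.5 times. Smaller shifts of such a count, such as OL higher from 13139 to 9136 under quantile normalization, are not among the 32. Counts have no sign, so a change of direction shows in them as a change of order, and this occurred under other scalings: OL went from more higher than lower models to more lower ones under median-of-ratios scaling (7594 against 9279), and FO from more lower to more higher ones under quantile normalization (9994 against 9764). The nearly even split between fiber and leaf turned to more lower models under median-of-ratios scaling (9968 against 11921) and under rescaling without the 100 (10421 against 11163) or 1000 highest models (10161 against 11479). It also did so with voom (8280 against 9031, or 8066 against 9202 with summed reads as library size) and over recovered models only (7055 against 7584). These runs share the same 28385 models, where the main calls were already 7073 against 7594, so they are not separate reversals. The order also turned without leaf replicate 1, so no order between fiber and leaf is drawn. Voom, recovered models only, removal of models worth over 1 FPKM per read, rescaling without the 100 or 1000 highest models and calls on separate ovule libraries were chosen after the data had been seen; the others were set before. Alternatives for gene-body lists and homoeolog pairs were not run, because their identifiers had 0 entries in the table.

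Scaling had the largest effect on the direction of the calls. Under median-of-ratios scaling, models higher in OL fell to 7594, ovule-preferred models to 2026 and models up in OL and down in FO to 4487, and models down in OL and up in FO rose to 1939. Under quantile normalization the last 2 sets held 5019 and 1833 models. Leaf-preferred models outnumbered ovule-preferred ones under each of these scalings (3879 with median-of-ratios scaling, 3533 against 2456 with quantile normalization). They also did so under rescaling without the 100 highest models (3196 against 2606) or the 1000 highest (3466 against 2349), in contrast to the deposited values. The order of the deposited values held under the study's rule, with 5148 ovule-preferred against 3962 leaf-preferred models. It also held with voom (4877 against 3308, or 4273 against 3679 with summed reads as library size). Rescaling without the 1000 highest models gave 1459 models down in OL and up in FO, and an OL split of 9116 higher and 8204 lower (52.6% higher). The ratio factors were 0.791 and 0.804 in leaf, 1.31 and 1.29 in ovule, and 0.923 and 0.915 in fiber, so this scaling lowers ovule values against the others by construction. Whether these factors remove a technical or a real difference was not tested.

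With a pseudocount of 0.1, 6292 models were ovule-preferred, 4352 leaf-preferred and 1466 down in OL and up in FO, since a smaller pseudocount enlarges the change of low values. By the study's rule 5148 models were ovule-preferred, 697 rose in both steps and 1053 fell in both steps; the cause was not tested. That rule called 15543 OL and 17382 FO models, of which 12909 and 14650 were also called by limma in the same direction and 0 in the opposite direction. Over recovered models only, 4686 models were higher in FO, 7055 were higher in fiber than leaf and 718 rose in both steps, with 28385 models tested in place of 42214.

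Without the 100 highest models, the A-genome share of summed FPKM was 54.8% in leaf, 55.5% in ovule and 55.2% in fiber, so leaf went from highest to lowest. Without models worth over 1 FPKM per read the A-genome share was 59.5%, 56.7% and 55.4%, and as a share of models at or above 1 FPKM it was 48.7%, 48.5% and 49.1%. Expressed models numbered 37244 in leaf, 39524 in ovule and 34590 in fiber at 0.5 FPKM, and 17040, 20728 and 16486 at 5 FPKM.

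Leaving out each library in turn gave 12085 to 12928 higher and 6201 to 6521 lower models in OL, and 6572 to 7066 higher and 13201 to 14021 lower models in FO. A tissue left with 1 library was assumed to vary like the others.

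The study's rule was not applied to the named models, and a model that an alternative left out was not counted. Without models worth over 1 FPKM per read, only Cotton_A_31797 of the named models remained. Of the 173 values of named models that were computed under alternatives, 172 kept their call and 0 changed sign. The exception was Gorai.005G149200 with voom and the sum of recovered reads as library size, where the log2 change was 2.01 and the adjusted p 0.011. Over the alternatives its adjusted p ranged from 8.29e-06 to 0.011. Voom was first run with that library size. The depth-based library size, under which the model kept its call (log2 change 2.22, adjusted p 0.00644), was adopted after that outcome had been seen, so both are given. The sum gave 9125 higher and 5908 lower OL models, and the depth-based size 10588 and 5271. Other named changes kept their call with depth-based voom but shrank. For Cotton_A_37287, with 5 recovered reads, the OL change was 2.40 in place of 9.86. Cotton_A_35641 went from -8.21 to -3.15 in OL. In FO, Cotton_A_38811 went from 11.26 to 2.70 and Cotton_A_08119 from -9.50 to -5.325. Cotton_A_23735 changed little, from -9.06 to -8.84 in OL.

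With the replicate block, 13075 models were higher and 6596 lower in OL, 7072 and 14041 in FO, and 10749 and 10653 between fiber and leaf, and no named model lost its call. The replicate differences of leaf and ovule, leaf and fiber, and ovule and fiber correlated at -0.056, -0.059 and 0.050 across models, so the replicate numbers do not pair the samples.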

Other observations

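Among the tests below, those on the largest changes and on the number of expressed ovule models were chosen only after the result was seen, as were the rescaling without the 100 or 1000 highest models, the removal of models worth over 1 FPKM per read and the minimum FPKM per read; no biological explanation was tested, and a difference between the tissues stays open throughout.

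Most models shifted upward from leaf to ovule and downward from ovule to fiber. A candidate explanation is that a few abundant transcripts in leaf and fiber lower the FPKM of all others. Rescaling without the 100 highest models of each library lowered the median OL change from 0.48 to 0.27 on the log2 scale, above the 0.1 that this explanation needed, and the FO median went from -0.42 to -0.27. This argues against the 100 highest models as the whole cause, although they account for part of the shift. Without the 1000 highest models the medians were 0.16 in OL and -0.20 in FO, still away from 0 in both, so a broader group of abundant models may account for more of the shift but did not remove it. A change in total mRNA per cell stays open, because FPKM values carry no absolute scale.

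The largest changes on the log2(FPKM + 1) scale may come in part from short gene models where 1 read is worth many FPKM, since FPKM per read falls with model length. Among the 100 largest OL changes with recovered reads, 25 were in models worth over 1 FPKM per read, against 3.45% of all OL DEGs with recovered reads (Fisher's exact p 3.32e-15). The share was 18 of 100 in FO. The model at the top of OL increases and FO decreases, Cotton_A_37287, had 5 recovered reads at 304.5 FPKM per read in the scale of fiber replicate 1. Recovered reads are lower bounds and FPKM per read an upper bound, so some of these models may have more reads. Most of the 100 largest OL changes were well covered, with a median of 1599 recovered reads against 243 over all OL DEGs with recovered reads. The counts of DEGs were little affected: without models worth over 1 FPKM per read, 12925 models were higher and 6453 lower in OL.

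A-genome models held most of the summed FPKM in every library. Short models do not account for it alone, since the lowest share over the 6 libraries without models worth over 1 FPKM per read was 55.3%. Nor do a few abundant models alone, since the lowest share without the 100 highest models was 54.5%. Among models at or above 1 FPKM the median was also higher for A-genome models, at 5.96 against 5.06 FPKM in leaf, 7.04 against 6.24 in ovule and 6.36 against 5.53 in fiber. Both sets of models seem to have been annotated differently. Whole reads were recovered for 98.6% of A-genome models above 0 in 2 or more libraries and for 45.6% of D-genome models, and the median FPKM per read was 0.0916 and 0.0693. How far such differences between annotations produce the A-genome excess was not tested.

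The ovule libraries had more expressed models than the leaf and fiber libraries. A difference in depth was tested by thinning recovered reads to the depth of leaf replicate 1. The lower ovule library then still had 1263 more models with 5 or more reads than the highest leaf or fiber library, which argues against depth as the cause. The more even spread of ovule FPKM over models stays open, because abundant models in leaf and fiber leave fewer reads for the rest.

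Replicates of a tissue were close to sampling noise for the typical model. The median chi-square value of the replicate difference was 0.508 in leaf, 0.529 in ovule and 0.519 in fiber, where sampling alone gives 0.455. It rose to 0.745, 0.865 and 0.6 in models with at least 1000 reads. How the biological replicates were taken (separate plants or pools) is not given in the sources used here, and library preparation was not separated from differences between plants. Some models nevertheless differed over 2-fold between replicates at 50 or more reads, 69 in leaf, 58 in ovule and 54 in fiber. In 100 random draws from the pooled replicates the highest numbers were 40, 39 and 38, so the lowest number, 54, lay above what sampling of reads gave. These numbers depend on how reads are recovered. Without a minimum FPKM per read they were 145, 117 and 118, and the excess over the present numbers came from 258 models with very small values per read, which were then set aside. With a minimum of 0.01 they were 69, 55 and 52, and with 0.02 they were 68, 55 and 51.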
